# SS18 regulates pluripotent-somatic transition through phase separation

**DOI:** 10.1038/s41467-021-24373-5

**Published:** 2021-07-02

**Authors:** Junqi Kuang, Ziwei Zhai, Pengli Li, Ruona Shi, Wenjing Guo, Yuxiang Yao, Jing Guo, Guoqing Zhao, Jiangpin He, Shuyang Xu, Chuman Wu, Shengyong Yu, Chunhua Zhou, Linlin Wu, Yue Qin, Baomei Cai, Wei Li, Zichao Wu, Xiaoxi Li, Shilong Chu, Tingting Yang, Bo Wang, Shangtao Cao, Dongwei Li, Xiaofei Zhang, Jiekai Chen, Jing Liu, Duanqing Pei

**Keywords:** Intrinsically disordered proteins, Cell biology, Molecular biology, Embryonic stem cells

## Abstract

The transition from pluripotent to somatic states marks a critical event in mammalian development, but remains largely unresolved. Here we report the identification of SS18 as a regulator for pluripotent to somatic transition or PST by CRISPR-based whole genome screens. Mechanistically, SS18 forms microscopic condensates in nuclei through a C-terminal intrinsically disordered region (IDR) rich in tyrosine, which, once mutated, no longer form condensates nor rescue SS18^−/−^ defect in PST. Yet, the IDR alone is not sufficient to rescue the defect even though it can form condensates indistinguishable from the wild type protein. We further show that its N-terminal 70aa is required for PST by interacting with the Brg/Brahma-associated factor (BAF) complex, and remains functional even swapped onto unrelated IDRs or even an artificial 24 tyrosine polypeptide. Finally, we show that SS18 mediates BAF assembly through phase separation to regulate PST. These studies suggest that SS18 plays a role in the pluripotent to somatic interface and undergoes liquid-liquid phase separation through a unique tyrosine-based mechanism.

## Abstract (web summary)

Emerging evidence suggests that exit from pluripotency is a regulated, rather than passive process. Here the authors identify a requirement for SS18-mediated Brg/Brahma-associated factors (BAF) chromatin remodeling complex assembly during exit from pluripotency, and that SS18 promotes BAF assembly through liquidliquid phase separation.

## Introduction

At the start of mammalian development, a fertilized egg is totipotent, then undergoes successive cell divisions to become a blastocyst from which naive pluripotent stem cells can be derived^1–5^. Then, blastocysts undergo implantation to mark the beginning of fetal development for both the fetus and the placenta. During or immediately after implantation, cells from the inner cell mass in a blastocyst begin to differentiate and eventually endow the three germ layers and germ cells. While this process occurs without any appreciable difficulty in vivo and naive ESCs undergo spontaneous differentiation once cultured under conditions without LIF or other supporting factors^2,6–8^, one may assume that little regulatory mechanism is required for or built into this process.

Given the precision nature during mammalian development, one would argue that each cell division is a fate decision process meticulously regulated. One such example is the pluripotent to somatic transition or PST during early embryonic development. Derived from inner cell mass or ICM of mouse blastocysts^1,5^, mESCs are in vitro copies of ICM, representing the pluripotent state quite faithfully by virtue of their ability to regenerate all fetal tissues when reintroduced to blastocysts even after prolong culture and storage in vitro^9^. In vitro, mESCs are capable of differentiating into cells for all lineages as well^3,10^. *Tcf3* (a.k.a. *Tcf7l1*) has been reported to play a dominant role in pluripotency exit by mediating lineage commitment^11–14^. On the other hand, *Tfe3*, a master regulator of lysosomal biogenesis^15^, mediates pluripotency exit by targeting *Esrrb* through stage-specific subcellular localization^16^. In addition, pluripotency exit can be regulated at various levels, including but not limited to transcription factors^11,12,16^, signal transduction pathway^12,16,17^, epigenetics^18^, lincRNAs^19^. While these sophisticated methods and elegant models used for mESC differentiation in vitro and in vivo, mechanistic insights at the molecular and chromatin level are still lacking at the present.

The ATP-dependent chromatin remodeling complexes BAFs (Brg/Brahma-associated factors), are also mammalian switch/sucrose nonfermentable (SWI-SNF) initially found in yeast, that consist of 15 subunits encoded by 29 genes, have been shown to play critical roles in self-renewal and pluripotency of ESCs, development^20^ and human tumor^21^. Among these subunits, BRG1 is the enzyme core of BAF complexes and has been shown to be required for the maintenance of stem cells^22–24^ and DPF2, as the canonical BAF specific subunit, is required for maintaining pluripotency and ESCs differentiation^25^. However, it remains to be determined if any of the BAFs are required for pluripotency exit.

CRISPR-Cas9 is an emerging technology that has been adopted for whole genome screen^26^. In this report, we describe a PST system based on inducible over-expression of cJUN in naive mESCs and its adaption for whole genome screening to identify regulators for PST. We identify SS18, a component of BAFs, as a regulator at the pluripotent-somatic interface.

## Results

### Genome-wide Cas9 screen identifies factors regulating PST

Mouse ESCs or mESCs are naïve pluripotent stem cells capable of self-renewal indefinitely while preserving the capacity to differentiate into any of the three somatic germ layer lineages, thus representing an ideal system to study pluripotent to somatic transition or PST. To identify regulators for PST, we took advantage of our early finding that cJUN behaves as a guardian for the somatic fate in MEFs and is capable of driving mESCs to differentiate rapidly^27^ (Supplementary Fig. 1a–c). Using this inducible system, we further show that exposure to cJUN for up to 6 h results in about 50% of the starting mESCs capable of regaining naive pluripotency (Supplementary Fig. 1d). However, exposure beyond 8 h leads to <15% of the cells regaining the naive state, suggesting that there is a window of sensitivity between 6–8 h that marks the point of no return or a checkpoint between pluripotent and somatic states (Supplementary Fig. 1d, e). RNAseq analysis further reveals rapid down- and up- regulation of pluripotent genes and somatic ones between 4–8 h, respectively (Supplementary Fig. 1f, g), thus confirming the observed fate transition at the molecular level.

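The RNA-seq time course was made in c-JUN TetON mESCs at passage 5, in which doxycycline (dox) switches on a cJUN transgene. Cells were collected at 0 h and after 1, 2, 4, 8, 12 and 24 h with dox at 2 μg/ml, and 1 library was sequenced per time, so no single time has replicates. The sample labels name the VAHTS mRNA-seq V2 kit and the paper's methods the V3 kit. The deposited score of each gene is a TPM value, a measure of transcript abundance, that the authors estimated with RSEM after alignment to mm10 with Bowtie2 and gave as whole numbers. No read counts were used here, so the depth behind each value is unknown, and a gene listed at 0 was under 1 TPM. The table holds 12179 genes, each with at least 6 TPM in 1 of the libraries. It lacks every gene whose symbol contains mt, among them the DNA methyltransferases Dnmt3a, Dnmt3b and Dnmt3l and all mitochondrially encoded genes. Changes were computed on log2(TPM + 1) against 0 h. A trend over the 7 libraries was tested with limma as a slope on log2(hours + 1), for the 12130 genes with a mean of at least 1 TPM, two-sided. On simulated tables of the same design this test recovered 38.9% of the genes given a 4-fold change at 24 h and 4.1% of those given a 2-fold change. Only 95 and 97 of 11847 genes were given these changes. The adjusted p depends on the share of genes that change, so recovery in the real table may differ. Jun was at 9 TPM at 0 h, 168 at 1 h, 595 at 2 h, 1162 at 4 h, 1608 at 8 h, 2047 at 12 h and 3505 at 24 h. The table does not separate the transgene from the endogenous gene.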

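Naive pluripotency genes fell and genes of AP-1, epithelial junctions and adhesion rose in these cells. Of 18 naive pluripotency genes listed before the data were examined, 16 fell over the time course and none rose at an adjusted p under 0.05 from limma (17 fell when adjusted over the list alone). Their median log2 change against 0 h was 0.01 at 1 h, -0.01 at 2 h, -0.45 at 4 h, -1.60 at 8 h and -2.92 at 24 h. Between 4 and 8 h alone the median was -1.06, below all 10000 random lists matched on expression, and 10 of the 18 were at least 2-fold lower. The medians of 2 to 4 h (-0.48), 8 to 12 h (-0.67) and 12 to 24 h (-1.06) also lay below all random lists, while those of the earlier intervals did not. The intervals differ in length, so these values do not set 4 to 8 h apart. Nanog, the homeobox factor the paper uses as its marker of pluripotency, lies on chromosome 6 of mm10 from 122707489 to 122714633. It was at 494 TPM at 0 h, 283 at 4 h, 56 at 8 h and 11 at 24 h, a limma slope of -1.32 log2 units per doubling of hours + 1 (standard error 0.17, adjusted p = 0.00518). The orphan receptor gene Esrrb went from 268 to 216, 59 and 10 TPM at the same times (limma slope -1.07, standard error 0.16, adjusted p = 0.00672). Klf2 went from 161 to 32 TPM at 8 h and Nr5a2 from 47 to 7. The paper chose Nanog, Esrrb, Klf2 and Nr5a2 for Supplementary Fig. 1g from these same libraries, so the direction of these genes is not independent evidence. Klf5, at 116 TPM at 0 h and 147 at 8 h, and Dppa3 did not pass the test. Of 11 general pluripotency genes, 8 fell (8 when adjusted over the list alone), and Sox2, Zfp281 and Dppa5a did not pass. Pou5f1, which encodes OCT4, fell later, from 1799 TPM at 0 h to 1549 at 8 h and 799 at 24 h (limma slope -0.21, adjusted p = 0.0338).
Of 11 AP-1 and related bZIP genes other than Jun, which dox switches on as a transgene, 6 rose and none fell (7 rose when adjusted over the list alone). Fosl1 and Fosl2 were listed at 0 up to 2 h and stood at 19 and 7 TPM at 4 h and at 89 and 38 at 8 h. Fosl1, Fosl2, Bach1 and Atf3 are among the 6 that rose and are also cJUN-induced genes of Supplementary Fig. 1g, where all 5 rose. The paper chose these, so their direction is not independent evidence. Of 11 epithelial junction genes, 8 rose and 1 fell (9 and 1 over the list alone), with a median of 2.23 at 8 h. Krt8, a simple epithelial keratin, went from 13 TPM at 0 h to 170 at 8 h. Of 23 adhesion and actin cytoskeleton genes, 15 rose and 1, Myl9, fell (20 and 1 over the list alone). Their median was 0.11 at 4 h, 0.98 at 8 h and 2.09 at 24 h. The calcium-binding protein gene S100a6 was at 16 TPM at 0 h, 95 at 4 h and 338 at 8 h. Of 17 mesenchymal and extracellular matrix genes, 6 rose, 2 fell and 9 did not pass (6 and 2 over the list alone). The table holds only genes that reach 6 TPM, so a gene low at 0 h enters only if it was higher later, and 12 of 16 AP-1 (with Jun), 11 of 12 epithelial, 23 of 24 adhesion and 17 of 23 mesenchymal genes were measured. All 10 somatic genes named in Fig. 2c rose and all 11 pluripotent genes named there fell, but the paper chose them, so their direction is not independent evidence. Emp1, a membrane protein gene, was at 3 TPM at 0 h, 23 at 4 h and 168 at 8 h.
Over all genes, 1888 were at least 2-fold away from 0 h at 8 h (1180 higher and 708 lower), against 774 at 1 h, 889 at 4 h and 3772 at 24 h, among genes with at least 5 TPM in either library. With a pseudocount of 5 the counts were 1177 at 8 h and 417 at 1 h, and with at least 20 TPM 761 and 155. Between neighbouring times the count was 774, 782, 847, 1389, 1164 and 1849, the fourth being 4 to 8 h. The intervals differ in length, and each count includes noise between single libraries that does not grow with time, so these counts do not show that change was fastest between 4 and 8 h. The trend test called 2581 genes, 1638 that rose and 943 that fell, and 1411 and 1181 with the libraries rescaled by their median ratio. It called 601 without the 24 h library, 1254 without 1 h, 1346 without 12 h and 1658 without 2 h. Klf5, Dppa3, Zfp281, Dppa5a and Myl9 were named after their values were seen. The paper reasons from the changes between 4 and 8 h to a fate transition at the molecular level.

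**Figure D1:**
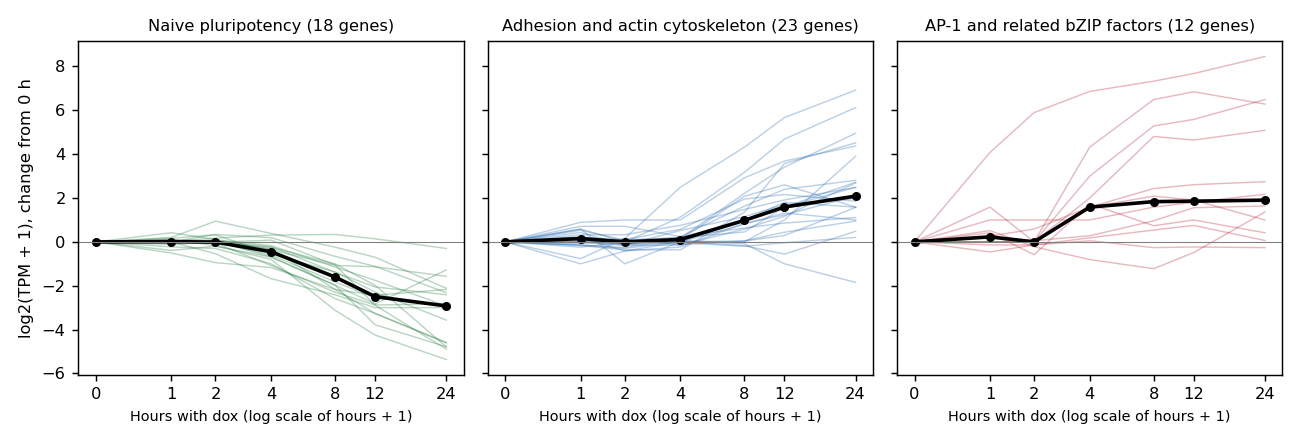
Change in log2(TPM + 1) from 0 h (vertical axis) against hours with dox (horizontal axis, log scale of hours + 1) for the genes of 3 lists, with 1 library per time. Thin lines are genes and the black line is the list's median, which reaches -1.60, 0.98 and 1.84 (1.58 without Jun) at 8 h from left to right.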

We hypothesize that cJUN accomplishes this rapid PST by cooperating with a cellular machinery critical to cell fate transitions. To gain insight into such machinery, we design a CRISPR based screening system as illustrated (Fig. 1a, Supplementary Fig. 1h). The rationale behind this design is our prediction that any colonies become resistant to cJUN induced PST must harbor a guide RNA targeting a critical component of this machinery (Fig. 1a). We first performed quality control tests to assure proper execution of the screens (Fig. 1b, c, Supplementary Fig. 1i). We then performed the screen as illustrated and identified multiple hits (Fig. 1d). Among the hits, SS18 scored high (Fig. 1d) and can be validated by knockout experiments with the corresponding sgRNA sequences (Fig. 1e) as measured by Nanog expression during cJUN induced PST. Interestingly, *p53* appears to play a role in PST, in addition to *Ss18* (Fig. 1e). We then performed a second screen and identified similar hits plus Brg1 (also known as Smarca4) (Supplementary Fig. 1j). Since both SS18 and BRG1 are subunits of the BAF complex^28^, we decided to focus on SS18 for further analysis.

**Fig. 1:**
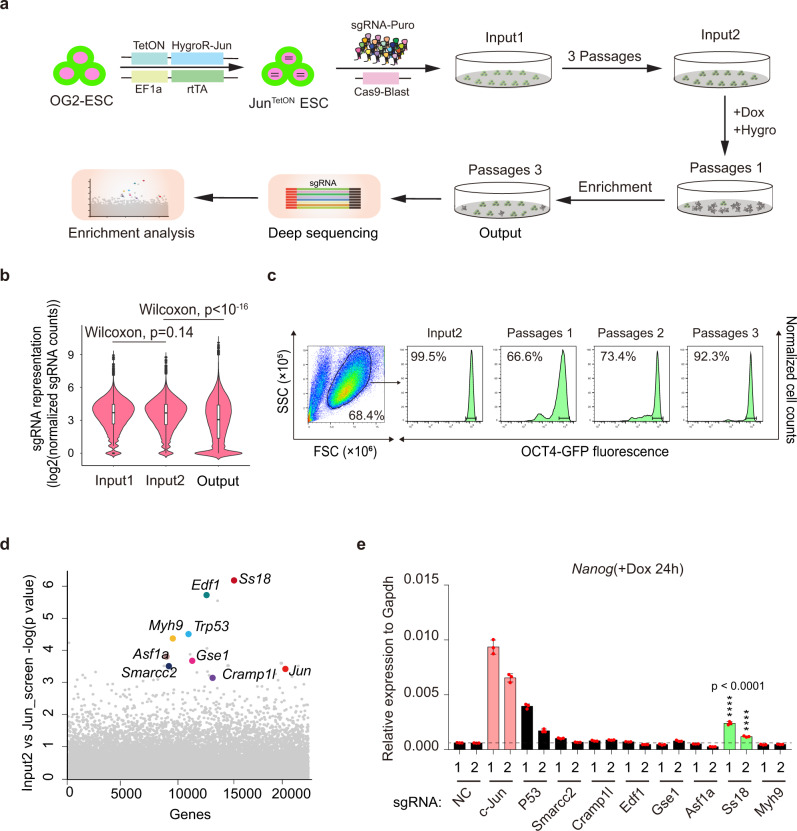
Genome-wide screen for factors regulating PST. **a** The workflow for GeCKO screening strategy by HygroR-Jun^TetON^ OG2ES. TetON cell line was successively infected with viruses expressing Cas9 and sgRNA. Dox and hygromycin were added after three cell passages. Dox and hygromycin were removed in 24 h and 48 h, respectively. Cells that survived after three passages were collected and analyzed. Hygro, hygromycin; HygroR, hygromycin resistance gene; GeCKO: Genome-wide CRISPR-Cas9 knockout. **b** Violin plot showing the distribution of sgRNA frequencies at different stages of screen. The distribution of sgRNA library was significantly polarized after the screening (output) compared to input 1 and input 2. Two-sided Wilcoxon test adjusted for multiple comparisons. *n* = 65959 sgRNAs. Input 1, Minimum 0, 25%Percentile 2.672, Median 3.693, 75%Percentile 4.452, Maximum 8.934; Input 2, Minimum 0, 25%Percentile 2.611, Median 3.672, 75%Percentile 4.456, Maximum 8.764; Output, Minimum 0, 25%Percentile 1.366, Median 3.064, 75%Percentile 4.391, Maximum 10.07. Two independent experiments. **c** Distribution of OG2-GFP signaling at different passages by FACS during this screening. **d** Identification of top candidate genes using the MAGeCK^43^ algorithm. **e** Validation of the hits in (**d**) by corresponding sgRNAs within GeCKO library during c-JUN induced PST. Data are mean ± s.d., two-sided, unpaired *t* test; *n* = 3 independent experiments, ****p < 0.0001.

### SS18 regulates cJUN-induced PST

Unlike *p53*^29^, *Ss18* has not been reported to be involved in pluripotency nor mESC differentiation. To probe its likely function, we generated *Ss18*^−/−^ mESCs as illustrated in Fig. 2a. We obtained KO cell lines (Fig. 2b) that can be confirmed by western blotting for SS18 protein (Supplementary Fig. 2a). 

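For Fig. 2c, WT c-JUN TetON mESCs and Ss18 KO mESCs with the same inducible cJUN, both at passage 12, were sequenced at 0, 8 and 24 h with dox, with 1 library per genotype and time. Values are again whole-number TPM scores made by the authors, for 50413 genes with a unique name. Differences are KO minus WT on log2(TPM + 1), and genes at least 2-fold apart were counted among those with at least 5 TPM in either library, without a test. A genotype effect shared by the 3 times was tested with limma, two-sided, with time as a block, over 13739 genes. The sample labels name no second KO clone, so this test cannot separate loss of Ss18 from a difference between cell lines. Its noise is the scatter of the KO and WT difference over the times. With 2 residual degrees of freedom it recovered 29.9% of the genes given a 4-fold difference and 6.5% of those given a 2-fold difference on simulated tables. Few genes were changed there too (97 and 93 of 12722), so recovery in the real table may differ. Ss18 was at 75, 86 and 79 TPM in WT at 0, 8 and 24 h and was listed at 0 in all 3 KO libraries (limma, adjusted p = 0.029). It was at 76 to 98 TPM in the time course. Jun was at 8, 1715 and 2935 TPM in WT and at 7, 1214 and 2693 in KO. The summed TPM of the 37 mitochondrially encoded genes was lower in KO at each time, 56949 against 34626 at 0 h, and mt-Nd2, a subunit of respiratory complex I, was the other gene called by limma (log2 difference -1.15, adjusted p = 0.0449, lower in KO at 3 of 3 times). The limma test called 0 genes, so neither of these, without the libraries of 0 h, of 8 h or of 24 h (1604, 1135 and 2005 at an unadjusted p under 0.05), and 1 gene without the time block. It called 41 with median-ratio scaling (11 higher and 30 lower in KO), 59 with a mean of at least 5 TPM (18 and 41) and 1460 with no filter on low values (740 and 720), so the count of 2 depends on the setting. The WT libraries at passage 12 differed from those of the time course more than they differed from KO at 0 h. Over genes of both tables, 1445 were at least 2-fold apart between the WT libraries at 0 h and 713 between KO and WT.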

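At 0 h most naive pluripotency genes were within 2-fold of WT in Ss18 KO mESCs, and adhesion genes were lower as a group, though none passed the genotype test over all genes. The median difference of the 18 naive pluripotency genes was 0.13 on the log2 scale, above 96.9% of 10000 random lists matched on expression, with 10 higher and 8 lower, and 0.01 over the 17 with a mean of at least 5 TPM. Nanog was at 550 TPM in KO and 390 in WT. Esrrb was at 286 and 284 TPM and Klf2 at 400 and 334. Only Dppa3, a maternal factor, was at least 2-fold apart, at 21 TPM in KO and 9 in WT. The 12 general pluripotency genes had a median of -0.13, and Pou5f1 was at 1540 TPM in KO and 1673 in WT. Dnmt3l was the one past 2-fold, at 131 TPM in KO and 284 in WT. Of the 11 pluripotent genes named in Fig. 2c, 1 was past 2-fold, Mycn at 155 TPM in KO and 75 in WT, and the median was 0.39. Genes of the Nodal pathway, which signals through Activin receptors, had a median of 0.49, above 99.98% of random lists, with Lefty1 at 161 TPM in KO and 39 in WT and Lefty2 at 342 and 173. The 24 adhesion and actin cytoskeleton genes had a median of -0.39, below 99.98% of random lists, with 20 lower, 2 higher, 2 equal and 5 at least 2-fold lower. S100a6 was at 33 TPM in KO and 132 in WT, but at 16 in WT at passage 5. Against that WT library, a reference added after the values were seen, the adhesion genes in KO had a median of -0.32, with 15 of 23 lower and 8 higher, the naive genes 0.10 and the Nodal genes 1.00. Between the WT libraries at 0 h, passage 12 minus passage 5, the medians were 0.35 for Nodal, 0.15 for naive and 0.00 for adhesion genes. Shifts of the Nodal and naive lists thus also arose without loss of Ss18. None of the members of these lists passed the genotype test over all genes, and adjusted over the list alone 2 naive genes were higher and 1 lower, 1 Nodal gene was higher and 10 adhesion genes were lower. That test cannot tell genotype from cell line. In all, 881 of 10496 genes were at least 2-fold apart at 0 h, 392 higher and 489 lower in KO, but 436 with a pseudocount of 5, 238 with at least 20 TPM, 491 among protein-coding genes and 3181 with no filter. The subunits shared by mSWI/SNF complexes had a median of 0.04.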

*Ss18*^−/−^ mESCs are morphologically identical to their wild type counterparts (Fig. 2b) and express similar naive genes under naive conditions (Fig. 2c, left panel). When induced to undergo PST, *Ss18*^−/−^ mESCs are resistant to cJUN induced PST with substantial cells maintaining *Nanog* expression at 8 h (Fig. 2c, right panel; Supplementary Fig. 2b). 

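At 8 h with dox, naive pluripotency genes were higher and adhesion genes lower as groups in Ss18 KO mESCs than in WT, most of them by less than 2-fold. Nanog was at 100 TPM in KO and 22 in WT, a 4.55-fold difference, after 550 and 390 TPM at 0 h. The log2 ratio of its TPM to 0 h, with no value added, was -2.46 in KO and -4.15 in WT. In the time course WT at 8 h, a reference added after the values were seen, Nanog was at 56 TPM, so KO was 1.79 times that level, and its log2 ratio to 0 h there was -3.14. The paper's own RT-qPCR (Supplementary Fig. 2b), a different assay, gave log2 values of -3.62 and -4.38 for Nanog in WT and -2.07 to -2.42 in the 2 homozygous KO lines at 8 h. Of the 18 naive pluripotency genes, 17 were higher and 1 lower in KO, 7 of them at least 2-fold, with a median difference of 0.82 on the log2 scale, above all 10000 matched random lists. Nanog, which the paper reports as kept in KO at 8 h, is in this list, so the list is not fully independent of the paper. Esrrb was at 84 TPM in KO and 37 in WT, Klf2 at 146 and 59, and Nr5a2 at 9 and 2, against 59, 32 and 7 TPM in the time course WT at 8 h, so with that reference the differences of Esrrb and Nr5a2 were smaller and that of Klf2 larger. Klf5, named after its values were seen, was the lower one, at 114 and 142 TPM. The median of the 12 general pluripotency genes was 0.19, and Pou5f1 was at 1323 TPM in KO and 1302 in WT. The Nodal pathway had a median of 1.19, with Lefty2 at 86 TPM in KO and 13 in WT (11 in the time course).
Among the genes that rise with dox, the 24 adhesion and actin cytoskeleton genes had a median of -0.36 against -0.39 at 0 h, and at 8 h lay below all 10000 random lists. S100a6 was at 200 TPM in KO and 657 in WT (338 in the time course), and Anxa1, a phospholipid-binding protein gene, at 10 and 41 (52). Against the time course WT at 8 h the median in KO was -0.32 for adhesion genes (16 of 23 lower) and 0.44 for naive genes (15 of 18 higher), but -0.06 for epithelial junction genes (5 higher and 6 lower), so a lower level of the last depends on the WT series. The 12 epithelial junction genes had a median of -0.42 (percentile 0.02 among random lists), 2 of them at least 2-fold lower, after -0.22 (percentile 2.06) and also 2 at 0 h, with Krt8 at 194 TPM in KO, 378 in WT and 170 in the time course WT. The 16 AP-1 and related bZIP genes, Jun among them, had a median of -0.31 (percentile 1.59, and -0.26 without Jun), after 0.00 at 0 h. Of these, 1 was at least 2-fold lower at 8 h. Over the 12 AP-1 genes in both tables the median was -0.43. Against the time course WT it was -0.19, with 4 higher and 8 lower. Fosl1 was at 43 TPM in KO and 87 in WT, and Jun itself was at 0.708 of its WT value. The 23 mesenchymal and extracellular matrix genes had a median of 0.00, with 5 higher, 11 lower, 7 equal, 3 at least 2-fold lower and 0 at least 2-fold higher. Over the 17 in both tables it was -0.26, and -0.42 against the time course WT, with 15 lower and 0 higher, though the WT at passage 12 was itself at -0.26 against that WT. The 12 endoderm genes also had a median of 0.00, with 1 higher, 4 lower, 7 equal and 3 at least 2-fold lower, but only 4 of them reached 5 TPM. Over the 4 in both tables it was -1.61, and -1.63 against the time course WT, with 4 of 4 lower, after -1.50 at 0 h. Over the 3 times the limma genotype test over all genes called 0 members of the epithelial, AP-1, mesenchymal or endoderm lists, and adjusted over each list alone it called 1 AP-1 and 2 of 5 endoderm genes, lower in KO. Of the genes the paper named in Fig. 2c, all 11 pluripotent genes were higher in KO, 8 of them at least 2-fold, and all 10 somatic genes were at least 2-fold lower. Against the time course WT 9 of the 11 were higher and 2 lower, with a median of 0.79 in place of 1.44, and 9 of the 10 lower and 1 higher, with a median of -1.75. Over the 3 times, 0 of either passed the limma genotype test over all genes, and adjusted over the list alone 5 of the 10 somatic genes were lower. The paper shows these genes from these libraries without saying how they were chosen, so they are not independent evidence. Emp1 was at 47 TPM in KO and 206 in WT. In all, 924 of 10753 genes were at least 2-fold apart, 394 higher and 530 lower in KO, but 458 with a pseudocount of 5, 263 with at least 20 TPM, 588 among protein-coding genes and 3382 with no filter. A limma fit that took the KO and WT libraries of 0 and 24 h as repeats, and so counts any genotype difference at those times as noise, called 0 genes at 8 h, with 569 at an unadjusted p under 0.05. The paper states that Ss18 KO mESCs resist the cJUN-induced transition, with Nanog expression kept at 8 h. It also bases this on rescue by SS18 and on colony results, which were not analysed here.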

Over-expression of SS18 in *Ss18*^−/−^ cells can rescue the defect as measured by *Nanog* expression (Fig. 2d, Supplementary Fig. 2c) or morphology/GFP expression (Fig. 2g). At 6 h post induction, ~90% *Ss18*^−/−^ colonies remain pluripotent morphologically, while only 30% wild type ESCs can do so (Fig. 2e–g, Supplementary Fig. 2d). Taken together, these results demonstrate that SS18 deficiency confers resistance to cJUN induced PST. We further validated the role of SS18 in other differentiation systems (Supplementary Fig. 2e), such as spontaneous differentiation, naïve-primed differentiation and neuroectodermal differentiation, and show that the deficiency of SS18 delays all these differentiation processes as measured by *Nanog*/*Esrrb*/*Klf4* expression (Supplementary Fig. 2f) or morphology (Supplementary Fig. 2g).

**Fig. 2:**
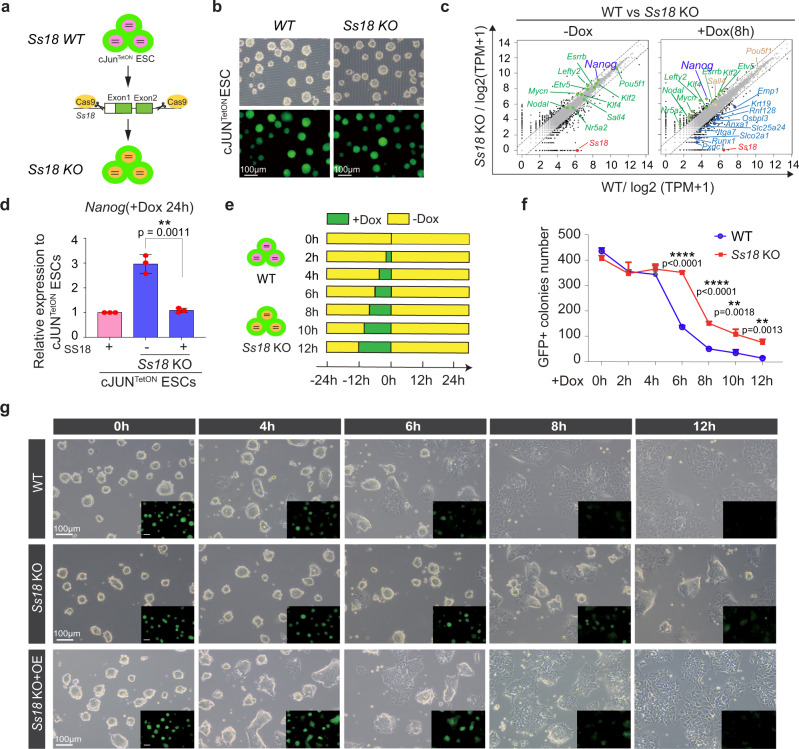
SS18 Regulates cJUN-induced PST. **a** Construct design for SS18 knockout in mESC. The cleavage sites of Cas9 were designed flanking exon1 and exon2 within *Ss18* loci. **b** SS18KO mESCs are similar to WT ones in morphology. Three biological replicates. **c** Gene expression profiles by RNA-seq for WT and SS18 KO mESCs. SS18 knockout has little impact on most pluripotent genes but delays the c-JUN induced PST process significantly. **d** Rescue of the delayed PST as indicated by Nanog expression in SS18 KO mESCs with SS18 in lentiviral vector. Data are mean ± s.d., two-sided, unpaired *t* test; *n* = 3 independent experiments, **p < 0.01. **e** The experimental design to test the window of sensitivity for SS18 response to c-Jun-induced PST. **f** Results from (**e**) to show that OCT4-GFP positive colony numbers recovered for 48 h in 2i/LIF medium after c-Jun induction at the indicated time points for wild type and SS18 KO ESCs. Data are mean ± s.d., two-sided, unpaired *t* test; *n* = 3 independent experiments. **p < 0.01, ****p < 0.0001. Note no change for 4 h and the greatest change at 6 h for the window of sensitivity. **g** Representative images for the c-Jun-induced PST in WT, *Ss18*^−/−^ and *Ss18*^−/−^ overexpressing *Ss18*, respectively. Three biological replicates.

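The change after dox was smaller in Ss18 KO mESCs than in WT at 8 h for genes that rise, while for genes that fall whether it was smaller depended on the setting. For 1177 genes at least 2-fold up at 8 h in the separate time course, the median log2 change from 0 to 8 h was 1.00 in WT and 0.74 in KO, with a median difference of -0.22. In the time course, where these genes were chosen, their median was 1.585, so it dropped more between the WT series than from WT to KO. For 707 genes down in the time course, with a median of -1.573 there, the medians were -0.46 in WT and -0.24 in KO, and the median difference, signed by direction, was -0.09. For genes down it was 0.00 with a pseudocount of 5, -0.28 with at least 20 TPM and -0.24 with genes chosen in the WT of the KO comparison and their WT change then taken from the time course, against -0.24, -0.23 and -0.25 for genes up, so which of the 2 was larger is not settled. Krt19, a keratin gene named in Fig. 2c, went from 3 to 55 TPM in WT and from 1 to 21 in KO, a smaller change on the scale of log2(TPM + 1), at 3.81 and 3.46, but not as a ratio of TPM, and from 1 to 19 in the time course WT. Etv5, an ETS factor gene, went from 170 to 73 TPM in WT, from 187 to 108 in the time course WT and from 246 to 200 in KO. The slope of the KO change on the WT change was 0.647 (bootstrap SD 0.026 over genes) for genes up and 0.340 (SD 0.038) for genes down. The reverse slope, WT on KO, was also under 1, at 0.863 and 0.466, as noise in either change lowers both. Genes are not replicates, so no p was computed.
As a test of the difference itself, the KO by time interaction was fitted with limma over 11838 genes in 9 libraries, with the WT change measured in both series. At 8 h it called 0 genes, with 363 at an unadjusted p under 0.05. On simulated tables of this design it called none of the genes given a 2-fold or 4-fold difference, so this count cannot show that the changes were alike. For Nanog the limma interaction at 8 h was 1.16 log2 units (standard error 0.69, adjusted p = 1) and for Emp1 -1.39 (standard error 0.24, adjusted p = 1). For Klf2 the limma interaction was 0.94 (standard error 0.23, adjusted p = 1). Mitochondrially encoded RNA was lower in KO throughout, by a ratio of WT to KO of 1.66 at 8 h.

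**Figure D2:**
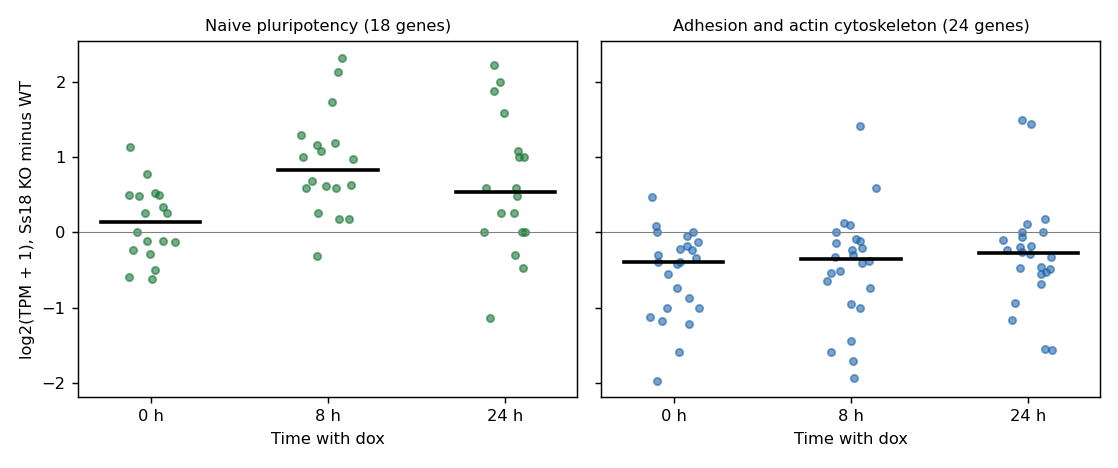
Difference in log2(TPM + 1), Ss18 KO minus WT (vertical axis), at 0, 8 and 24 h with dox (horizontal axis), with 1 library per genotype and time. Points are genes, spread sideways so that they can be seen, and bars are the medians, 0.13, 0.82 and 0.53 for naive pluripotency and -0.39, -0.36 and -0.27 for adhesion and actin cytoskeleton.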

### SS18 forms condensates in nuclei

To probe the potential mechanisms associated with SS18 mediated PST, we carried out immunostaining experiments and show that endogenous SS18 forms punctate condensates during PST (Supplementary Fig. 3a). To help visualize SS18, we tagged it with EGFP and show that SS18-EGFP forms condensates readily when expressed in mESCs. We then analyzed the response of the condensates to 3% 1,6-hexanediol, an aliphatic alcohol which could disrupt weak hydrophobic interactions specifically^30^ and show that it can effectively disperse SS18-GFP condensates in 10 s, and more than half of the condensates recover after 1,6-hexanediol removal in 10 s (Supplementary Fig. 3b, c). To characterize the condensates in more detail, we performed FRAP experiments, and show that SS18-EGFP condensates recover rapidly in ~10 s after bleaching (Fig. 3a, Supplementary Fig. 3d). We further bleached the SS18-GFP condensates in the edge (Case1) or middle (Case 2) and observed a quick florescence recovery within 6 s in both conditions (Fig. 3b). When we measured the pixel intensity along the white line in case 2, we can show a clear recovery in kymography (Fig. 3c). We then quantified the mobility of SS18 protein by measuring the pixel intensity during fluorescence recovery inside or outside of eight bleached regions within condensates, and show that τ(inside) = 1.841 s, τ(outside) = 1.905 s; Plateau(inside) = 66.18%, Plateau(outside) = 79.91% (Fig. 3d), suggesting a quick movement of SS18 in the condensates. Moreover, the condensates appear to be able to divide or fuse quite rapidly as well (Fig. 3e). We further performed quantitative analysis of fusion and fission events for the condensates in cells (Supplementary Fig. 3e) and show that the time scale for SS18-EGFP condensate fusion increases almost linearly with their diameters, resulting a fitting slope K = 0.65 ± 0.19. These data suggest that SS18 forms liquid-like condensates readily^31^.

**Fig. 3:**
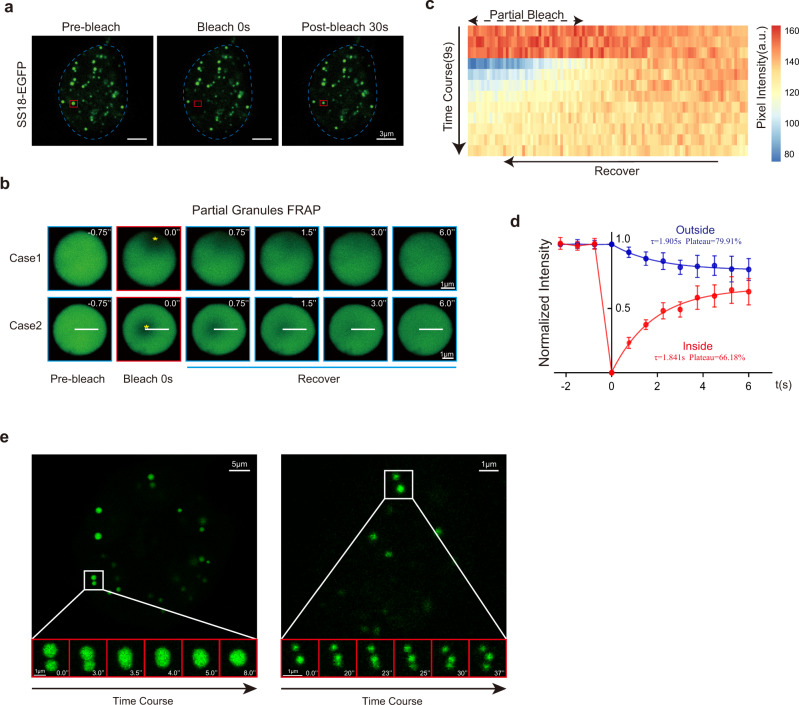
SS18 forms condensates. **a** Representative images of FRAP experiments with lentiviral SS18-EGFP expressed in mESCs. The droplet undergone bleaching was indicated in the red box. The blue dotted line represents the nuclear boundary. Scale bars,3 μm. laser intensity 2.5%, detector gain 500 V, background subtraction treatment. Seven condensates from two independent experiments. **b** Time course microscopy images of fluorescence recovery in SS18-EGFP condensates after partial photobleaching at the edge (case 1) and middle (case 2). SS18-EGFP was expressed by transient transfection in 293 cells to obtain the large enough condensates. The bleached regions were marked by yellow asterisks. Scale bars, 1 μm. laser intensity 2.5%, detector gain 500 V, background subtraction treatment. Eight condensates from two independent experiments. **c** Kymography for the time course of pixel intensity along the white line in the condensate of case 2 in (**b**). The intensity recovered in the bleached region inside the condensate as the unbleached part decreased. Pixel number = 103. **d** The intensity dynamics inside and outside of the bleached regions within condensates (*n* = 8) was fit to an exponential function. t = 0 was the bleached time point. τ(inside) = 1.841 s, τ(outside) = 1.905 s; Plateau(inside) = 66.18%, Plateau(outside) = 79.91%, diffusion coefficient on the order of D ~ L^2^/τ ~5 μm^2^/s, L is the diameter of the bleached region. Data are mean ± s.d., two-sided, unpaired *t* test; *n* = 8 condensates. **e** Representative droplet fusion events are shown by time course images. SS18-EGFP was expressed by transient transfection to obtain the large condensates as in (**b**). Scale bars, 2 μm. laser intensity 2.5%, detector gain 500 V, background subtraction treatment. Nine fusion/fission cases.

### SS18 has IDRs critical for its activity

Proteins that undergo liquid-liquid phase separation to form punctate condensates as we described for SS18 often contain IDR or Intrinsically Disordered Region^30,32–35^. To test if SS18 has similar IDR, we analyzed amino acid sequence of SS18, and show that except the first 70 residues at the N terminus, the rest 71-418 residue domain have a strong IDR (Fig. 4a). We then constructed a series of mutants for the IDR (Supplementary Fig. 4a), confirming their expression by western blot (Supplementary Fig. 4b), and show that its ability to rescue *Ss18*^−/−^ mESCs is dependent on the length of IDR left in the mutants (Supplementary Fig. 4c). Based on the rescue activities, we reason that IDR223-379 may be most critical (pink box in Fig. 4b). This sub region appears to be enriched with Q, Y, P and G (Fig. 4b). We then constructed four mutants, Q-A, Y-A, P-A and G-A by substituting each of those residues with A (Fig. 4b, Supplementary Fig. 4d). Among them, Y-A mutant lost its ability to form condensates, while the other three mutants appear to be retaining the ability to form condensates, compared to the WT SS18 or the truncated form SS18-IDR (Fig. 4c, d, Supplementary Fig. 4e–g). Importantly, we show that this Y-A mutant fails to rescue *Ss18*^−/−^ mESCs in PST (Fig. 4c). We further investigated the co-localization of SS18 or mutants with BRG1 by immunostaining and pixel intensity analysis, and show that except Y-A mutant, all the other three mutants can colocalize with BRG1 in the same condensates (Fig. 4d, e). Surprisingly, we find that SS18-IDR (71-418) is sufficient to form condensates, but unable to colocalize with BRG1 (Fig. 4d, e), suggesting that the N-terminal residues are not required for condensates formation, but critical for recruiting BRG1. We further performed IP-MS experiments to investigate whether the SS18 Y-A mutant can pull down the components in BAF complex (Supplementary Fig. 4h) and show that Y-A mutant lost the capability to interact with BAF subunits (Fig. 4f). Taking together, these results suggest that SS18 contains a Y-type IDR required for BRG1 interaction and PST.

**Fig. 4:**
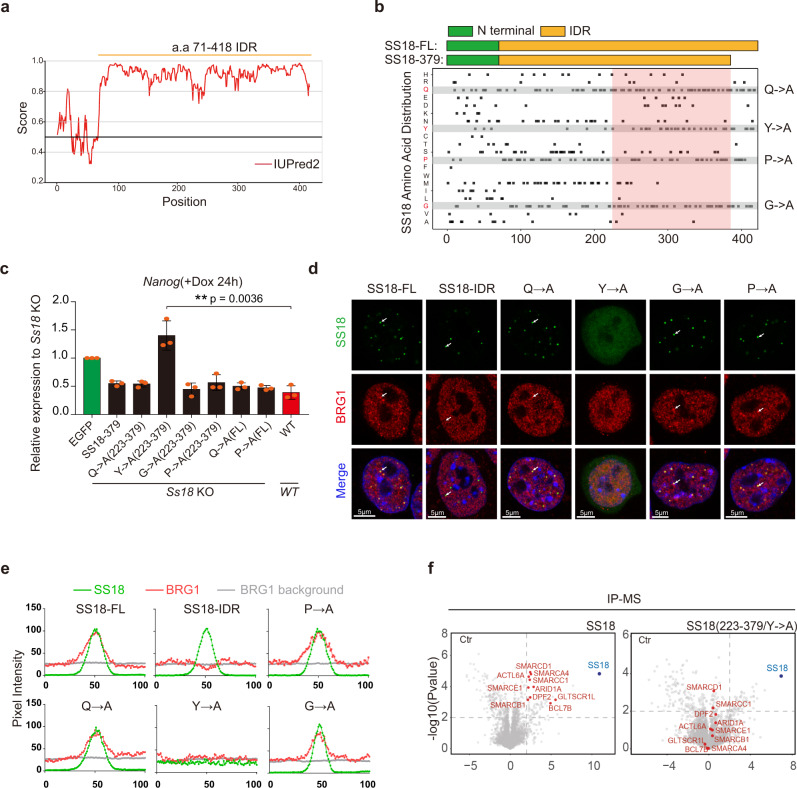
SS18 condensates through a tyrosine-based mechanism. **a** Graph plotting intrinsic disorder of SS18 by the IUPred2A algorithm (https://iupred2a.elte.hu/). IUPred2 scores are shown on the y axis, and the amino acid positions are shown on the x axis. **b** Schematic illustration for Ss18 truncations shown in the upper panel with the amino acid distribution of SS18 indicated in the lower panel. The pink box highlights the necessary region of C-terminal for the function of SS18 in PST. Q->A, Y->A, P->A, G->A indicate the amino acid Glutamine, Tyrosine, Proline, Glycine mutated to Alanine, respectively. **c** The expression of *Nanog* in *Ss18*^−/−^ mESCs overexpressing the indicated Ss18 mutants during c-Jun based PST. Note the failure of Y-A to rescue PST. Data are mean ± s.d., two-sided, unpaired *t* test; *n* = 3 independent experiments, **p < 0.01. **d** Representative images for the indicated WT, IDR and SS18-mutant-EGFP fusion proteins and immunofluorescence imaging for BRG1 in mESCs. Scale bars, 5 μm. Note the failure of Y-A mutant to form condensates. SS18-EGFP, laser intensity 2.5%, detector gain 500 V. BRG1 immunofluorescence, laser intensity 3.5%, detector gain 750 V. Both SS18-EGFP and BRG1 immunofluorescence were processed by background subtraction. Eight condensates. **e** The graphs showing the pixel intensity in Fig. 4d. The green curves indicate the pixel intensity dynamic across six condensates of various SS18 mutants and the corresponding pixel intensity of BRG1 indicated by the red curves; the average pixel intensity of BRG1 within nuclei and outside of the nucleoli were indicated by gray curves. **f** Volcano plots of IP-MS results for FLAG tagged SS18 and SS18Y-A mutant expressed in SS18^−/−^ mESCs by anti-Flag antibody with label-free quantification. SS18^−/−^ cells serves as control. Every point represents a single protein. SS18 and BAF components are marked blue and red. IP-MS experiments were performed in triplicates and a two-sample *t* test was applied. *P* = 0.01 and fold change = 2 are used as threshold.

### Functional rescue of SS18 IDR

Condensate formation through phase separation is a physic property mediated by several distinct mechanisms^34,35^. Our results from the Y-A mutant further suggest that SS18 may rely on Y residues to form condensates (Fig. 4d). To test if SS18 IDR can be replaced by other types of IDRs, we constructed a set of fusions between the N-terminal domain of SS18 and poly-Y, S centered/enriched IDRs from MED1 and P/Q enriched IDRs from BRD4^32^, Y centered/enriched IDRs from TAF15 and FUS^33^ (Supplementary Fig. 5a). We show that poly-Y, TAF15-IDR and FUS-IDR, but not MED1-IDR nor BRD4-IDR, can rescue condensates formation (Fig. 5a). Consistently, poly-Y, TAF15- and FUS- PLDs can functionally replace SS18-IDR in rescuing SS18^−/−^ defect during cJUN-based PST (Fig. 5b). We further performed IP-MS experiments to investigate whether these SS18 truncation/fusions can pull down the subunits in BAF complex (Supplementary Fig. 5b), and show by pairwise comparison scatterplots that SS18 N-terminal, N-polyY and N-FUS(IDR) can pull down the subunits of BAF complex while SS18(IDR) could not (Fig. 5c). Notably, we show that N-BRD4 could pull down the subunits in BAF complex, but still fails to mediate PST (Fig. 5b, c), perhaps due to the type of condensates formed (Fig. 5a). We summarize the results into a table in Fig. 5d and show that SS18 mediates PST by forming BAF complex through its N-70 domain and condensates with a C-terminal IDR (Fig. 5e). These results further suggest that IDRs are interchangeable among the Y-type ones and can be designed artificially like the poly-Y.

**Fig. 5:**
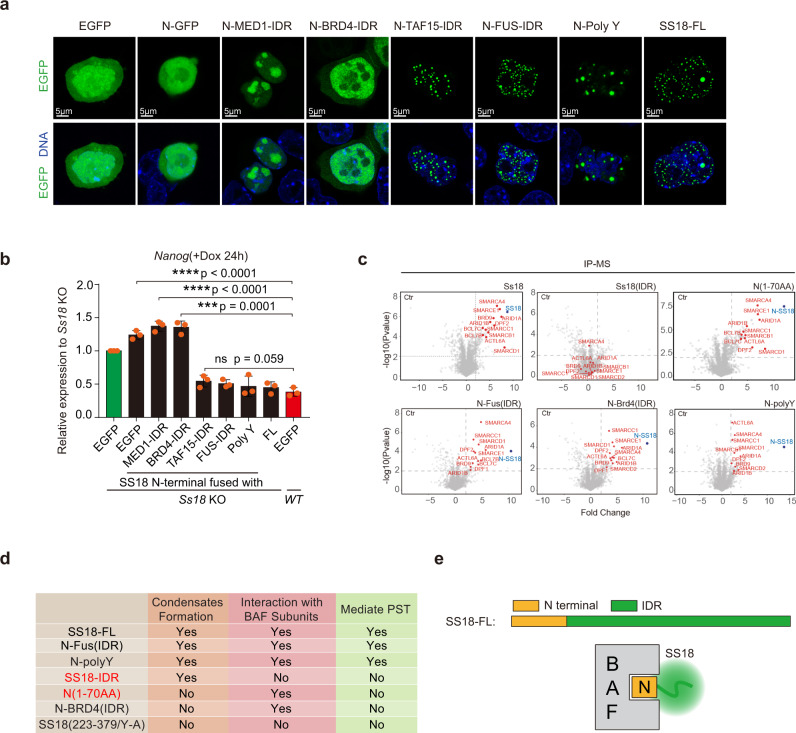
SS18 interacts with BAF through its N-terminal 70 residues. **a** Representative images for EGFP fusions expressed in mESCs as indicated. Note the similar condensates formed by SS18, FUS and TAF IDRs as compared to those for MED1 and BRD4. Poly Y is an artificial 24 tyrosine residue polypeptide. FL full length. Scale bars, 5 μm. laser intensity 2.5%, detector gain 500 V, background subtraction treatment. Three biological replicates. **b** Rescue of Ss18KO by constructs in (**a**) to show that IDRs from TAF and FUS or even polyY can substitute that of SS18. Data are mean ± s.d., two-sided, unpaired *t* test; *n* = 3 independent experiments, ***p < 0.001, ****p < 0.0001. **c** Volcano plots of IP-MS results from flag tagged Ss18-FL, SS18(IDR), N terminal 70aa of Ss18 alone or fused with IDRs from FUS or Brd4 and polyY expressed in Ss18KO mESCs by Flag antibody with label-free quantification. Every point represents a single protein. SS18 and BAF components are marked in blue and red, respectively. IP-MS experiments were performed in triplicates and a two-sample *t* test was applied. *P* = 0.01 and fold change = 2 were used as threshold. **d** Summary table for various constructs for their abilities to condensate, interact with BAF and mediate PST. **e** A proposed structure and function relationship for SS18: N-terminal BAF interacting domain or BID and C-terminal condensate forming IDR domain (CFD).

### SS18 promotes BAF/ncBAF but impedes PBAF assembly during PST

mSWI/SNF ATP-dependent chromatin remodeling complexes have three subtypes that share many core subunits such as BRG1, SMARCD1, ACTL6A and BCL7A/B/C, but differ in specific ones, i.e., the canonical BAF with DPF1, DPF2, ARID1A, and ARID1B, the PBAF (Polybromo-associated BAF) with PBRM1, PHF10, ARID2 and BRD7 and the recently reported ncBAF (non-canonical BAF) containing BRD9, GLTSCR1/1 L. Among them, SS18 is involved in the assembly of BAF and ncBAF (Supplementary Fig. 6a)^20,36,37^.

To investigate condensates associated with SS18, we stained SS18KO mESCs expressing SS18-GFP with antibodies against endogenous BAF specific subunit DPF2 or PBAF specific subunit BRD7 and show that DPF2, not BRD7, is enriched with SS18 (Fig. 6a, b, Supplementary Fig. 6b), which is also consistent with endogenous SS18 (Supplementary Fig. 6c, d, e). These results demonstrate that SS18 is associated exclusively with BAF, not PBAF, in mESCs.

**Fig. 6:**
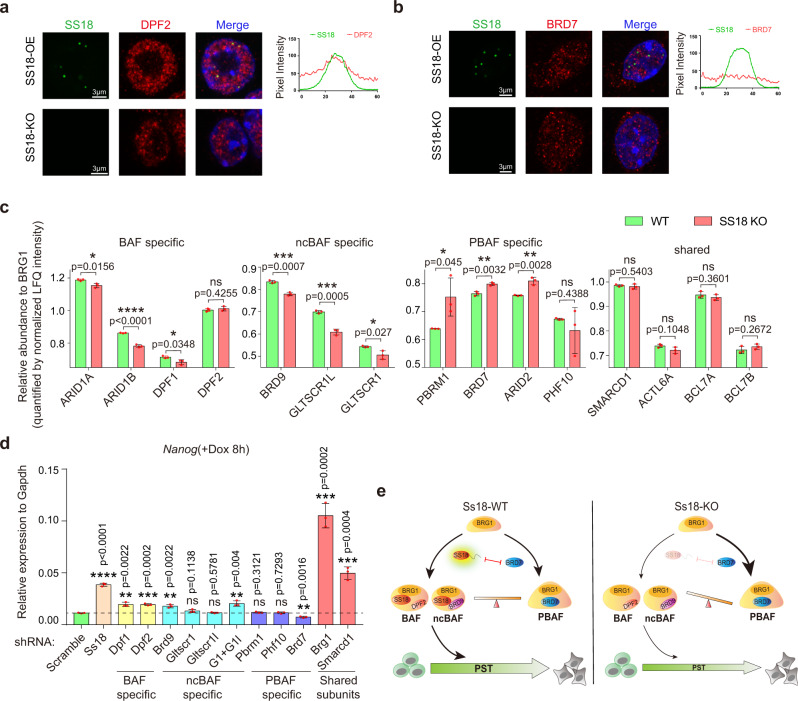
SS18 regulates PST through mediating the assembly balance among BAF ncBAF and PBAF. **a** Representative images of immunofluorescence for endogenous BAF specific subunit DPF2 in SS18KO mESCs infected with lentiviral SS18-EGFP. The graph on the right shows pixel intensity across five condensates of SS18-EGFP (green) and DPF2 (red). Scale bars, 3 μm. SS18-EGFP, laser intensity 2.5%, detector gain 500 V. DPF2 immunofluorescence, laser intensity 3.5%, detector gain 750 V. Both SS18-EGFP and DPF2 immunofluorescence were processed by background subtraction. Three independent experiments. **b** Representative images of the immunofluorescence for endogenous PBAF specific subunit BRD7 in SS18KO mESCs with exogenous SS18-EGFP. The graph on the right shows pixel intensity across five condensates of SS18-EGFP and BRD7 (red). Note no co-localization between SS18 and BRD7. Scale bars, 3 μm. SS18-EGFP, laser intensity 2.5%, detector gain 500 V. BRD7 immunofluorescence, laser intensity 3.5%, detector gain 750 V. Both SS18-EGFP and BRD7 immunofluorescence were processed by background subtraction. Three independent experiments. **c** The histogram shows the relative precipitated abundance of indicated proteins to BRG1 as quantified by normalized LFQ intensity from IP-MS experiments by anti-BRG1 antibody performed on WT and SS18KO mESCs. IP-MS experiments were performed in triplicates and a two-sample *t* test was applied. Data are mean ± s.d., two-sided, unpaired *t* test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **d** The expression levels of Nanog by Jun-FlagTetON mESCs at 8 h during PST with knocking down of indicated components of BAF ncBAF or PBAF. G1 + G1l, knockdown Gltscr1 and Gltscr1l jointly. Data are mean ± s.d., two -sided, unpaired *t* test; *n* = 3 independent experiments, **p < 0.01, ***p < 0.001, ****p < 0.0001. **e** A working model for SS18-mediated PST. SS18 functions by interacting with BAF or ncBAF subunits through its N-terminal 70aa, and forming condensates through a tyrosine-rich IDR. Meanwhile, the full length of SS18, co-localizing with BAF-specific component and isolating PBAF-specific one, can promote the BAF complex assembly and impair that of PBAF. In WT cells, BAF ncBAF and PBAF reach a balance. In SS18KO cells, the balance shifts towards PBAF to cause a delay in PST.

To test the role of SS18 in BAF assembly, we immunoprecipitated the common subunit BRG1 in SS18 WT and SS18 KO mESCs and then analyzed the complexes by IP-MS to detect the relative abundance of each components. We found SS18 deficiency decreases the assembly of canonical BAF and ncBAF, but promotes that of PBAF (Fig. 6c). In addition, the full length not N terminal of SS18 can rescue BAF assembly in SS18 KO mESCs (Supplementary Fig. 7a, b). Given the two unbiased screens we performed that identified both SS18 and Brg1 but no PBAF specific subunits, we speculate that PST relies on primarily BAF or/and ncBAF, not PBAF. We indeed can show that BAF ncBAF and PBAF serve different roles in PST by shRNA knockdown of BAF/ncBAF/PBAF specific subunits and shared ones (Fig. 6d, Supplementary Fig. 7c, Supplementary Data 2). The depletion of BAF specific components, DPF1/2, and ncBAF specific ones can delay this transition, while depleting PBAF specific subunit BRD7 promotes PST (Fig. 6d). Unlike *Ss18*, *Brg1* knockdown in mESCs leads to defects in self-renewal and survival morphologically (Supplementary Fig. 7d), consistent with a previous report^22–24^. We further performed RNA-Seq experiments to investigate the downstream targets of Brg1 in mESC, and show by GO analysis that the 572 genes affected by *Brg1* knockdown are involved in cell-substrate adhesion, positive regulation of cell migration and epithelial cell development (Supplementary Fig. 7e). However, BRD9 inhibitor BI-9564 has no effect in the process (Supplementary Fig. 7f). We knocked down the specific components of ncBAF and PBAF in SS18 KO mESCs and found the deficiency of ncBAF will delay PST further, on the contrary, the knockdown of PBAF will rescue that (Supplementary Fig. 7g), which suggests that BAF and ncBAF play similar/redundant roles against PBAF in cJUN induced PST.

To further investigate the mechanism underlying the different effects between BAF and PBAF within PST, we performed ChIP-seq of H3K27ac, cJUN, SS18, and PBAF specific subunits PBRM1 and BRD7 at different time points during PST (Supplementary Fig. 7h). All the H3K27ac occupancy sites ± 5 kb of 0 h and 8 h are divided into three categories (8 h down, permanent and 8 h up) according to the dynamic changes of intensity by fold change >2. Both BAF and PBAF complexes relocate to the same sites occupied by cJUN. We can estimate the relocation rate from the ratio of average intensity of up sites and down sites from the graph. Contrary to PBAF subunits, SS18 has higher relocation rate at 4 h and 8 h during PST (Supplementary Fig. 7h), suggesting that BAF containing SS18, compared with PBAF, can facilitate cell fate transition more efficiently. Taken together, these data suggest that SS18 promotes BAF but inhibits PBAF assembly to mediate PST (Fig. 6e).

## Discussion

Broadly speaking, the mammalian cell fate continuum can be divided into two categories: pluripotent and somatic. Pluripotent cells have the capacity to give rise to all somatic cells^9^. On the other hand, somatic cells can be reprogrammed to a pluripotent state^38–40^. The inter-conversion between somatic and pluripotent cells through differentiation and reprogramming suggests that there may be an interface between somatic and pluripotent states. We have proposed previously that cJUN serves as a guardian of somatic fate as opposed to factors such as *Oct4* that specify the pluripotent fate^27^. In this report, we further define a molecular link at the pluripotent-somatic interface. Mechanistically, we propose that cJUN drives a rapid transition through this interface with the help of SS18, a well-known member of the BAF complex. We provided evidence that SS18 is a bipartite protein with an N-terminal 70aa domain specific for BAF interaction and a C-terminal IDR for forming condensate through a unique tyrosine-based mechanism.

It is of interest to note that the IDR of SS18 can be replaced by similar IDRs from FUS and TAF15^33^, but not BRD4 and MED1^32^ (Fig. 5b). We noted that the IDRs of FUS and TAF15, like that of SS18, are enriched with tyrosine residues, while those of BRD4 and MED1 are not (Supplementary Fig. 5a). Based on these observations, we further reasoned that perhaps a polymer of tyrosine residues can also function as an IDR to form condensates. Indeed, when we replaced the IDR of SS18 with a 24-tyrosine residue polypeptide, similar condensates can be also observed (Fig. 5A, N-Poly Y). This construct can also rescue full length SS18 function in PST assays (Fig. 5b). Based on these results, we would like to propose that the 24-residue polymer can serve as a model tool to further analyze liquid-liquid phase separation or condensate formation in vitro and in vivo. The simple composition as well as well-behaved pattern of condensates may help further illuminate principles and rules associated with phase separation. More generally, it may be possible to design additional polymers that behave similarly to other classes of IDRs such as those from BRD4 or MED1.

Chromosome translocation t(X;18) (p11.2; q11.2) has been suggested as a cause of synovial sarcoma^28^. Our dissection of its structure into two main domains, i.e., the N-terminal BAF interacting domain and the C-terminal IDR, may further encourage innovative strategies to design targeted therapies.

## Methods

### Cell culture

HEK293T cells are cultured in DMEM supplemented with 10% FBS, GlutaMAX and NEAA. Mouse ESCs are maintained under feeder-free condition with mESC-2i/LIF medium containing DMEM, 15% FBS, NEAA, GlutaMAX, PD0325901 (Targetmol T6189), Chir99021 (Targetmol T2310), LIF (Millipore ESGE107). HEK293T was obtained from ATCC (CRL-1126). mESCs were derived in-house by crossing Oct-GFP trans genetic allele carrying male mice (male CBA/cAJ x female C57bl/6 J) and female 129/Sv mice. All the cell lines have been confirmed as mycoplasma free with Lonza LT07-318. For random differentiation, mouse ESCs were dissociated and plated at 2 × 104/cm2 in mESC medium without LIF and analyzed after 24 h incubation. For Naïve-Primed differentiation, mouse ESCs were dissociated and plated at 2 × 104/cm2 in mESC-2i/LIF medium. After 24 h medium was replaced with FA medium (50% DMEM/F12 (GIBCO), 50% Neurobasal (GIBCO), 0.5× N-2 (GIBCO), 0.5× B-27 (GIBCO), 1% GlutaMAX (GIBCO), 1% non-essential amino acids (GIBCO), 1% sodium pyruvate (GIBCO), 0.1 mM 2-mercaptoethanol (GIBCO), 15 ng/ml bFGF (PeproTech), 20 ng/ml Activin A (PeproTech) and 1 μM XAV939 (Selleck S1180)) for a further 24 h prior to analysis. For neuroectodermal differentiation, mouse ESCs were dissociated and plated onto 0.2% gelatin-coated plastic at a density of 2 × 104/cm2 in N2B27 medium (50% DMEM/F12 (GIBCO), 50% Neurobasal (GIBCO), 0.5× N-2 (GIBCO), 0.5× B-27 (GIBCO), 1% GlutaMAX (GIBCO), 1% non-essential amino acids (GIBCO), 1% sodium pyruvate (GIBCO) and 0.1 mM 2-mercaptoethanol (GIBCO)) and analyzed after 24 h incubation.

### Gene knockout in mESCs

Knockout mouse ESCs lines were generated using the CRISPR/Cas9 system^41,42^. Guide RNAs were designed using crispr.mit.edu. and cloned downstream of the human U6 promoter of pX330 (Addgene). For SS18 KO in mouse ESCs, two pairs of Guide RNAs were designed for each gene to delete critical exons. 

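Mouse Ss18 lies on the minus strand of chromosome 18 of mm10 from 14624198 to 14682914 in GENCODE vM21. In its principal transcript, Ss18-201, exon 1 spans 14682667 to 14682914 and exon 2 spans 14679387 to 14679463. The annotated start codon lies in exon 1 at 14682733 to 14682735, so the first 2 exons carry 69 and 77 nt of coding sequence. Of the protein-coding transcripts annotated, Ss18-210 starts downstream of both exons, at 14651123. By RNA-seq the gene as a whole was listed at 0 TPM in Ss18 KO mESCs at 0, 8 and 24 h, against 75, 86 and 79 TPM in WT.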

For *Ss18*, the gene locus of exon1 to exon2 were deleted. Mouse ESCs clones carrying deletions in both alleles were identified by genotyping and western blot.

### Immunoblotting

Cells were collected and lysed in lysis buffer supplemented with protease inhibitor cocktail (Roche) on ice for 15 min, and then cells were boiled in 100 °C for 10 min. After centrifugation, the cell supernatants were subjected to SDS–PAGE and incubated with corresponding primary antibody and secondary antibodies. The following antibodies were used in the project: anti-SS18 (CST no. 21792. 1:1000), anti-EGFP (CST no. 2555 s, 1:1000), anti-GAPDH (KangChen Bio-tech, no. KC-5G5, 1:1000), anti-JUN (abcam, no. ab31419, 1:1000), anti-BAF155 (Santa Cruz Biotechnology, no. sc-32763, 1:500).

### Immunofluorescence

Cells growing on coverslips were washed three times with PBS, then fixed with 4% PFA for 30 min, and subsequently penetrated and blocked with 0.1% Triton X-100 and 3% BSA for 30 min at room temperature. Then, the cells were incubated with primary antibody for half hour. After five washes in PBS, 1 h of incubation in secondary antibodies, cells were then incubated in DAPI (Sigma-Aldrich D9542) for 2 min. Then, the coverslips were mounted on the slides for observation on the confocal microscope (Zeiss LSM 900 with Airyscan detector). The following antibodies were used in this project: anti-SS18, (CST no. 21792. 1:1000). anti-BRG1, (CST no. 52251 1:1000). anti-DPF2, (Proteintech, no. 12111-1-AP-50 μl,1:100). anti-BRD7, (Proteintech, no.51009-2-AP-50 μl, 1:100).

### qRT–PCR and RNA-seq

Total RNAs were prepared with TRIzol. For quantitative PCR, cDNAs were synthesized with ReverTra Ace (Toyobo) and oligo-dT (Takara), and then analysed by qPCR with ChamQ SYBR qPCR Master Mix (Vazyme). The qRT-PCR primers used in this study are provided in Supplementary Data 1. VAHTS mRNA-seq V3 Library Prep Kit for Illumina (NR611, Vazyme) was used for library constructions and sequencing done with NextSeq500 Mid output 150 cycles (FC-404-2001, Illumina) for RNA-seq. RNA-seq data was analyzed by DEseq2, GO.db and Mfuzz.

### Genome-wide CRISPR-Cas9 screens

The lentiviral gRNA plasmid library and CRISPR/Cas9 expressing plasmid for genome-wide CRISPR-Cas9 screen were obtained from Addgene (#1000000053). Amplification of the library and preparation of the lentivirus were performed following the protocol provided by Addgene with electrocompetent E. coli (TaKaRa). HygroR-cJunTetONESCs stably expressing Cas9 were seeded in the 15-cm dishes (about 3 × 10^6^ cells per dish) and a total of 2.5 × 10^7^ cells were infected with the gRNA lentivirus library to keep the diversity of library. Meanwhile, the MOI of infection was <0.3. Puromycin (1 µg/ml GIBCO A1113802) was used to eliminate non-infected cells after 48 h. The infected cells were collected as the sample of input 1 and the cells of further three passages were collected as the sample of input 2. Next, 2 µg/ml doxycycline was used to trigger the expression of HygroR-cJun fusion protein and 10 µg/ml hygromycin was added in the culture medium to eliminate the cells without response to doxycycline. Dox was added only for the first 24 h at passage1 to drive PST but withdrew in the following three passages. The GFP positive cells were analyzed by FACS when passed in 24 h after Dox withdrawal. Almost all the cells would have transitioned from pluripotency to somatic state. The cells resisting PST or apoptosis were enriched for three passages in mESC medium, while the rest ones were eliminated gradually. Finally, the enriched cells were collected as the sample of output group.

### Illumina sequencing of gRNAs and statistical analysis

The genomic DNA of the three samples (input 1, 2 and output group) were extracted and the Illumina sequencing of gRNAs were conducted as described previously^26^. The counts of unique sgRNA for a given sample were normalized as follows:

1 $${\rm{normalized}}\,{\rm{sgRNA}}\,{\rm{counts}}=\frac{countsofpersgRNA}{thesumofcountsofallsgRNA}\times {10}^{6}+1$$

Enrichment and depletion of guides and genes were analysed using MAGeCK statistical package5^43^ by comparing read counts between input 2 and input 1 or output group and input 2.

### FACS analysis

For OCT4-GFP analysis in the process of screen, cells were suspended in DPBS supplemented with 2% FBS (FACS buffer) for direct detection. DAPI was used to exclude the nonviable cells. The cells were then analyzed on Accuri C6 flow cytometer (BD Biosciences). The GFP fluorescence intensity was detected in the FITC channel. Data analysis was done using FlowJo7.6.1. software (LLC).

### ChIP-Seq

Briefly, cells were fixed with 1% formaldehyde for 10 min and then followed by the reaction with 0.125 M glycine. Cells were then lysed in ChIP-buffer A (50 mM HEPES-KOH, 140 mM NaCl, 1 mM EDTA (pH 8.0), 10% glycerol, 0.5% NP-40, 0.25% Triton X-100, 50 mM Tris-HCl (pH 8.0), and protease inhibitor cocktail) for 10 min at 4 °C. Samples were centrifuged at 1400 g for 5 min at 4 °C. Pellets were lysed in ChIP-buffer B (1% SDS, 50 mM Tris-HCl (pH 8.0), 10 mM EDTA and protease inhibitor cocktail) for 5 min at 4 °C. The DNA was fragmented to 100–500 bp by sonication, and then centrifuged at 12,000 g for 2 min. The supernatant was diluted with ChIP IP buffer (0.01% SDS, 1% Triton X-100, 2 mM EDTA, 50 mM Tris-HCl (pH 8.0), 150 mM NaCl and protease inhibitor cocktail). Immunoprecipitation was performed with 1 µg anti-H3K27ac antibody (Abcam, ab4729) coupled to Dynabeads with proteinA/G overnight at 4 °C. Beads were washed, eluted and reverse crosslinked. DNA was extracted by phenol/chloroform for sequencing. The ChIP DNA library was constructed following the Illumina ChIP-seq library generation protocol. Briefly, 5 ng ChIP DNA was blunt-ended, and then a dA tail was added. Illumina genomic adapters with index sequences were ligated to the DNA. The adapter-ligated DNA was amplified by PCR for 18 cycles, and the resulting DNA libraries were quantified and tested by qPCR with positive primers to assess the quality of the library. The ChIP DNA library for NextSeq 500 sequencing was constructed with VAHTS Turbo DNA Library Prep Kit for Illumina (Vazyme) according to manufacturer’s instructions. The ChIP-seq for other factors in mESCs was constructed with NovoNGS CUT&Tag 2.0 High-Sensitivity Kit for Illumina (novoprotein N259-YH01) according to manufacturer’s instructions. ChIP-seq data are mapped to the 10 mm mouse genome assembly using bowtie2, version 2.4.1.

### SS18 endogenous immunoprecipitation and on-bead digestion

Whole cell extracts of mES cells with cJun overexpression were prepared using lysis buffer (50 mM Tris pH 8.0, 150 mM NaCl, 10% Glycerol, 0.5% NP40) with fresh added 1x Complete Protease inhibitors (Sigma, 1187358001). Cells were incubated for 2 h at 4 °C on a rotation wheel. Soluble cell lysates were collected after maximum speed centrifugation at 4 °C for 15 min. 1 mg of cell lysates were incubated with either SS18 antibody or matched IgG overnight at 4 °C on a rotation wheel. Combined Protein A/G magnetic beads (Bio-rad, 1614833) were added for another 1.5 h. Beads were then washed three times with wash cell lysis buffer and one time with PBS. After completely removal of PBS, immunoprecipitated proteins were digested using on-bead digestion protocol as described before 17. Briefly, beads were incubated with 100 mL of elution buffer (2 M urea, 10 mM DTT and 100 mM Tris pH 8.5) for 20 min. Afterwards, iodoacetamide (Sigma, I1149) was added to a final concentration of 50 mM for a 10 min in the dark, following with 250 ng of trypsin (Promega, V5280) partially digestion for 2 hr. After incubation, the supernatant was collected in a separate tube. The beads were then incubated with 100 mL of elution buffer for another 5 min, and the supernatant was collected in the same tube. All these steps were performed at RT in a thermo shaker at 500 g. Combined elutes were digested with 100 ng of trypsin overnight at RT. Finally, tryptic peptides were acidified to pH < 2 by adding 10 mL of 10% TFA (Sigma, 1002641000) and desalted using C18 Stage tips (Sigma, 66883-U) prior to MS analyses. Each experiment was performed in technical triplicate.

### Mass spectrometry analysis

Tryptic peptides were separated by AcclaimTM PepMapTM 100 C18 column (Thermo, 164941) using a 140 min of total data collection (100 min of 2–22%, 20 min 22–28% and 12 min of 28–36% gradient of B buffer (80% acetonitrile and 0.1% formic acid in H2O) for peptide separation, following with two steps washes: 2 min of 36–100% and 6 min of 100% B buffer) with an Easy-nLC 1200 connected online to a Fusion Lumos mass spectrometer (Thermo). Scans were collected in data-dependent top-speed mode with dynamic exclusion at 90 s. Raw data were analyzed using MaxQuant version 1.6.0.1 search against Mouse Fasta database, with label free quantification and match between runs functions enabled. The output protein group was analyzed and visualized using DEP package as described before^44^.

### Statistical information

Data are presented as mean ± s.d. as indicated in the figure legends. Unpaired two-tailed student *t* test, The *P* value was calculated with the Prism 6 software. A *P* < 0.05 was considered as statistically, *P < 0.05, **P < 0.01, ***P < 0.001. No statistical method was used to predetermine sample size. The experiments were not randomized. The investigators were not blinded to allocation during experiment and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

## Data Availability

The RNA-Seq, ChIP-seq data have been deposited in the Gene Expression Omnibus database under the accession code GSE135451. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the iProX partner repository^45^ with the dataset identifier PXD026208. Source data are provided with this paper. The source data underlying Figs. 1e, 2d, f, 3c, d, 4c, 5b,6c, d and Supplementary Figs. 1d, g, 2b, d, f, 3c–e, 4c, e–g, 6e, 7b, c, f, g are provided as a Source Data file. Supplementary Data 1 and 2 are primers used in this study. The Cas9 screen data and IP-MS data are provided in Supplementary Data 3 and 4, respectively. The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: SS18 regulates pluripotent-somatic transition through phase separation
**Source:** Nat Commun. 2021 Jul 2;12:4090. doi: 10.1038/s41467-021-24373-5
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: qPCR Primers used in this study.

File Name: Supplementary Data 2

Description: shRNA used in this study.

File Name: Supplementary Data 3

Description: CRISPR/Cas9 screen data processed by MAGECK algorithm.

File Name: Supplementary Data 4

Description: IP-MS data analyzed using MaxQuant version 1.6.0.1 search against Mouse Fasta database, with label free quantification and match between runs functions enabled.

How the deposited data were processed for this re-analysis (not part of the article)

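RNA-seq of c-JUN TetON mESCs was analysed in 13 libraries. The time course had 7 (passage 5, WT, 0, 1, 2, 4, 8, 12 and 24 h with dox at 2 μg/ml) and the KO comparison 6 (passage 12, WT and Ss18 KO at 0, 8 and 24 h). Each condition had 1 library. The paper's methods name DESeq2 for RNA-seq, which needs read counts and was not used here. Libraries were grouped by the condition in their labels. Ss18 and Jun values were checked against the labels.

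Each value is a score that the authors made with RSEM 1.3.0 after alignment to mm10 with Bowtie2 2.2.5 and deposited as whole-number TPM. The depth of each library is unknown, so no counting error could be given, and at values of a few TPM the whole numbers alone set the precision. The time course table holds 12179 genes and the KO table 50600 entries. In the KO table 93 names occur more than once, and their 187 entries were left out, which left 50413 genes. The time course table reaches at least 6 TPM in some library for every gene and lacks symbols that contain mt, of which the KO table holds 201, 102 of them nuclear genes above 5 TPM. The tables share 12159 genes. Coordinates are from GENCODE vM21, in which 11817 and 47493 of the names were found.

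Values were analysed as log2(TPM + 1) in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) and R 4.3.3. With limma 3.58.1 (eBayes with a mean trend, genes with a mean of at least 1 TPM, Benjamini-Hochberg adjusted p under 0.05, two-sided) a slope on log2(hours + 1) was fitted to the time course with 5 residual degrees of freedom. A genotype effect with time as a block was fitted to the KO comparison with 2, and a dox by genotype interaction to 9 libraries of both tables with 2. These fits take the scatter about the model as the noise between libraries, since no condition was repeated. Genes at least 2-fold apart between single libraries were counted, without a test, among genes with at least 5 TPM in either. For genes past 2-fold in the time course, the change in KO was set against that in WT as a slope through the origin, with the SD over 1000 bootstrap draws of genes, and as medians.

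The 29 gene lists were fixed before the data were examined, and those from Fig. 2c, Supplementary Fig. 1g and the screen are the paper's own. Other lists share genes with the paper's, such as Nanog and Esrrb in the naive list and Fosl1 and Fosl2 in the AP-1 list. A list's median was ranked among 10000 random lists matched on mean expression in 20 bins. Genes of a list may vary together, so this rank describes the libraries compared and is not a test. Genes are named where the paper names them, where they are among the 4 largest changes of a list in a comparison, or where they are among the 10 largest changes in each direction of a main comparison with at least 10 TPM in 1 library and a known function. The source data of Supplementary Fig. 1g and the picture of Fig. 2c had been seen when this rule was set. Any other gene is said to be chosen after its values were seen.

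The fits were tested on simulated data of the same designs. The trend test recovered 4.1% of genes given a 2-fold change at 24 h and 38.9% of those given a 4-fold change, with 3 false calls among 11655 genes. The genotype test recovered 6.5% and 29.9% with 0 false calls, and the interaction test recovered 0 of either. Each simulation changed only a small share of genes. The adjusted p depends on that share, so recovery in the real data may differ. Alternatives were a pseudocount of 0.5 or 5, median-ratio scaling over genes above 5 TPM, other filters on low values, limma without the mean trend, a slope on hours, no time block, leaving out 1 library or time, list members of at least 5 TPM, and the median of ratios in place of the slope. The RNA-seq time course and KO comparison are the only data analysed here, and of the paper's other experiments only its own RT-qPCR values for Nanog are quoted.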

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

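The tests of the Jun level, of library scaling and of the zinc-finger cluster were chosen only after the results were seen.

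The KO libraries at 24 h are not shown in Fig. 2c, and 1320 genes were at least 2-fold apart between KO and WT then, 674 higher and 646 lower in KO. The balance turned with median-ratio scaling (494 higher and 580 lower) and without mitochondrially encoded genes (555 and 649), a setting chosen after seeing the data, and with a pseudocount of 5 (334 and 347) or at least 20 TPM (207 and 227). The 24 adhesion and actin cytoskeleton genes were lower as a group in KO already at 0 h (20 lower, 2 higher and 2 equal, none past the genotype test over all genes), with a median log2 difference of -0.39 (-0.32 against the WT of the time course, with 15 of 23 lower, a reference added later), a signal the paper does not report for Ss18 KO cells, though it names adhesion to the substrate among the processes of the genes affected by Brg1 knockdown. A limma fit that took the KO and WT libraries of the other times as repeats called 43 genes at 24 h (14 higher and 29 lower in KO) and 0 at 0 h (515 at an unadjusted p under 0.05).

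The change after dox at 8 h was smaller in KO than in WT for genes up (slope 0.647, with 692 of 1177 smaller and 124 equal), while for genes down (slope 0.340, with 373 of 707 smaller and 136 equal) this depended on the setting. Noise in the WT change flattens such a slope, and the reverse slopes were also under 1, at 0.863 and 0.466, so noise may account for part of it. The medians are not flattened in that way, and were 1.00 in WT and 0.74 in KO for genes up and -0.46 and -0.24 for genes down, with a median difference, signed by direction, of -0.22 and -0.09 (for genes down 0.00 with a pseudocount of 5 and -0.28 with at least 20 TPM). The genes were chosen for their change in WT cells of the time course and not in KO, which may itself lower the KO medians. In the time course the medians were 1.585 and -1.573, a larger drop to the other WT series than from that WT to KO. Jun in KO was at 0.708 of its WT value at 8 h, and a lower Jun level and loss of Ss18 cannot be told apart, because both changed in the same library. A slower response in cells without Ss18 stays open beside these.

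Mitochondrially encoded RNA, which the paper does not discuss, was lower in KO, with a summed TPM 1.65, 1.66 and 1.66 times higher in WT at 0, 8 and 24 h. Reads shared with nuclear copies of mitochondrial genes do not explain it, since the sum with 7 annotated copies was still higher in WT at each time, by 1.45 times at the lowest. The median log2 difference of the other genes was 0.013 where it was farthest from 0. Median-ratio scaling moved KO against WT by 0.007, -0.01 and 0.042 log2 units at 0, 8 and 24 h. TPM totals are fixed, and mitochondrially encoded RNA was at most 5.83% of a total. These values would thus lie near 0 whatever the cause, so they cannot decide on library scaling. They show only that mitochondrially encoded RNA was lower in KO relative to the other genes. Differences in library preparation or in cell clone were not tested and stay open, as does an effect of Ss18.

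A cluster of 20 zinc-finger genes on chromosome 4 (145510759 to 147809788), outside the genes the paper discusses, had a summed TPM 2.33 times higher in WT than in KO at 0 h. Reads shifted to paralogs would raise these in KO, but 18 other annotated genes that share sequence with the cluster, 3 of them in its region, summed to 579 TPM in KO and 882 in WT, a gain of -0.218 times the loss of the cluster, and the 2 that were higher in KO gained 22 TPM against a loss of 1390. Loss of a copy of the region would keep the ratio over time, but it was 1.71 at 8 h and 1.05 at 24 h, so that it was 2.22 times higher at 0 h than at 24 h. In WT the sum went from 2438 at 0 h to 705 at 24 h and in KO from 1048 to 674. A difference between clones or an effect of Ss18 stays open and was not tested.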

How the results depend on the processing

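The settings with protein-coding genes only, without mitochondrially encoded genes, with genes chosen in the WT of the KO comparison, with the WT of the time course as the reference and without Jun were chosen after seeing the data. Apart from single genes set against the WT of the time course, no value past its threshold changed sign under any alternative run. With that reference some genes past 2-fold lower in KO were higher instead, among them S100a6, Krt8 and H19 at 0 h. At 8 h the same held for H19 and Krt19. The list medians that changed sign are named below. Of the alternatives set before the data were examined, 193 values for the comparisons stayed near the reported one and 70 moved. Of those added later, 11 stayed and 15 moved. For single genes and other lists, 1054 stayed and 149 moved, and with the settings added later 33 and 39. Except where stated, the cause was not tested.

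With at least 20 TPM in either library, fewer genes enter. The counts against 0 h were 155, 154, 231, 761, 1108 and 1948 for 1, 2, 4, 8, 12 and 24 h, between neighbouring times 155, 152, 203, 457, 315 and 707, and for KO against WT 238, 263 and 434 at 0, 8 and 24 h. The slope of the KO change on the WT change, which noise flattens under each setting and whose reverse was computed for the reported setting alone, was 0.749 (up) and 0.427 (down, median difference -0.28) at 8 h and 0.850 and 0.633 at 24 h.

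A pseudocount of 5 shrinks changes of low values. The counts against 0 h were 417, 461, 504, 1177 and 1725 up to 12 h, between neighbouring times 417, 457, 500, 801, 606 and 1082, and for KO against WT 436, 458 and 681. The medians of the Fig. 2c somatic genes were 1.98 at 8 h, 3.56 at 24 h, 1.58 from 4 to 8 h and -1.28 for KO against WT at 8 h, and that of naive genes in KO was 0.62 at 8 h and 0.29 at 24 h. The slopes were 0.697 and 0.466 (down, median difference 0.00) at 8 h and 0.667 (down, median difference -0.26) at 24 h. With a pseudocount of 0.5 the somatic medians were 4.05 at 8 h and 5.94 at 24 h and the slopes for genes down 0.287 at 8 h and 0.531 at 24 h.

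With no filter on low values, KO against WT gave 3181, 3382 and 3920 genes, the genotype test 1460, and the slope up at 8 h was 0.621. The genotype test called 41 genes with median-ratio scaling, 59 with a mean of at least 5 TPM, 1 with eBayes trend=FALSE and 1 with no time block, against 2. Leaving out the pair of libraries of 0 h, 8 h or 24 h gave 0 to 0. Its count thus depends on these settings. The interaction at 24 h called 2 genes with median-ratio scaling and 3 with a mean of at least 5 TPM, against 0 with limma (760 at an unadjusted p under 0.05). The trend test called 601 to 2470 genes with 1 library left out, 601 without 24 h, 1254 without 1 h, 1346 without 12 h and 1658 without 2 h.

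The median of the ratio over genes was 0.696 and 0.482 at 8 h and 0.835 and 0.635 at 24 h. With median-ratio scaling the slope up at 24 h was 0.801. With genes chosen in the WT of the KO comparison, and their WT change then taken from the time course, the slopes were 0.615 and 0.242 at 8 h (median difference down -0.24) and 0.842 (median difference -0.11) and 0.606 at 24 h. Protein-coding genes only gave 491 genes at 0 h and 588 at 8 h for KO against WT.

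With the WT of the time course as the reference for KO, over the genes of both tables, the medians were 0.15, 0.79 and 0.22 at 0, 8 and 24 h for the pluripotent genes of Fig. 2c, -0.21 and -0.69 at 0 and 24 h for its somatic genes, and 0.44 for naive and 0.066 for general pluripotency genes at 8 h. The sign changed at each time for FGF and ERK targets (0.23, 0.58 and 0.58) and canonical BAF (-0.33, -0.22 and -0.02). At 8 h it changed for PBAF (-0.02) and stress response (0.09). At 24 h it changed for mesenchymal (0.10), trophoblast (0.22), cJUN-induced (-0.07) and screen genes (-0.01). The passages of the WT series differ, so no cause can be named.

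Median-ratio scaling moved the median of all genes by 0.131 at 12 h in the time course and by at most 0.076 at the other times. It changed the sign of list medians only near 0, for shared mSWI/SNF subunits (time course at 8 h, KO at 24 h), housekeeping genes (time course and KO at 24 h), canonical BAF (4 to 8 h), PBAF (KO at 0 h), epithelial junction and the cJUN-induced genes of Supplementary Fig. 1g (KO at 24 h). With list members of at least 5 TPM, the median of naive genes in KO at 0 h was 0.01 against 0.13, and signs changed for trophoblast (24 h and 4 to 8 h) and for FGF and ERK targets and shared mSWI/SNF subunits (4 to 8 h) in the time course. The unknown depth of the libraries limits what values of a few TPM can show.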

Differences from the paper's values

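The paper's TPM values relative to 0 h in the source data of Supplementary Fig. 1g matched the ones computed here within 0.001 for 42 of 42 pairs, over 7 genes and 6 times. No value differed by over 1.5 times. For the other 3 of the 10 genes, Fosl1, Fosl2 and Atf3, the value at 0 h is listed at 0, so no ratio could be computed here. The paper's values for these equal the TPM itself for Fosl1 and Fosl2, with 1 where the TPM is listed at 0, and 0.5 of the TPM for Atf3 after 0 h.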

Other observations

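The test of the place of the libraries on the time course was chosen only after the results were seen.

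At 24 h with dox, which Fig. 2c does not show, the median log2 difference between Ss18 KO and WT was 0.53 for 18 naive genes (0.29 with a pseudocount of 5) and 0.57 for 12 general pluripotency genes. Of the naive genes 4 were at least 2-fold higher and 1 lower in KO, and of the general ones 1 was higher. Nanog was at 13 TPM in KO and 2 in WT, Etv5 at 51 and 9, and Pou5f1 at 873 and 540, but Klf4 at 28 and 63. The paper's own RT-qPCR for Nanog at 24 h, a different assay, gave log2 values relative to 0 h of -7.37 and -7.26 in WT. In the homozygous KO lines it gave -5.29 to -5.86. In the time course WT at 24 h, a reference added later, Nanog, Etv5, Pou5f1 and Klf4 were at 11, 21, 799 and 46 TPM. That reference was added after the values were seen, and KO was 1.18 times that WT for Nanog. The somatic genes of Fig. 2c had a median of -1.09, with Emp1 at 224 TPM in KO and 561 in WT (372 in the time course), while Krt8 was at 1299 and 1301. Adhesion and actin genes had a median of -0.27 and mesenchymal genes -0.26, while epithelial junction genes had 0.03 (7 higher and 5 lower) and AP-1 genes 0.00 (7 and 6). Against that WT the medians in KO were 0.31 for naive, 0.53 for general pluripotency, -0.69 for the somatic genes of Fig. 2c, -0.15 for adhesion, 0.10 for mesenchymal and 0.34 for epithelial junction genes, so that the sign for mesenchymal genes turned. Timp1, a metalloproteinase inhibitor gene, was at 470 TPM in KO and 107 in WT.

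Targets of p53, which arrest growth or trigger cell death, had medians of -0.13, -0.03 and -0.43 in KO against WT at 0, 8 and 24 h. At 24 h Perp was at 106 TPM in KO and 317 in WT, Mdm2 at 83 and 161 and Ccng1 at 111 and 226. Cell cycle genes had medians of 0.13, 0.19 and 0.39, with Ccna2 at 153 TPM in KO and 97 in WT at 24 h. Stress response genes had medians of 0.00, -0.04 and 0.34, with the amino acid synthesis gene Asns at 569 TPM in KO and 309 in WT and Atf4 at 461 and 276 at 24 h. Two-cell-like genes had medians of -1.02, -0.74 and -0.06, with 3 of 8 reaching 5 TPM at 0 h and Zscan4f at 13 TPM in KO and 28 in WT then. Against the time course WT at the same times the medians in KO were -0.51, -0.43 and -0.59 for p53 targets, 0.21, 0.18 and 0.44 for cell cycle, 0.07, 0.09 and 0.76 for stress response and -3.55, -2.96 and -2.54 for two-cell-like genes, which in the WT at passage 12 were also lower than in that at passage 5, by medians of -2.65 at 0 h and -1.99 at 8 h. The imprinted RNA H19 was at 30, 26 and 48 TPM in KO at 0, 8 and 24 h and at 138, 174 and 209 in WT, but at 13, 20 and 50 in the time course WT, so KO was not lower than that WT at 0 and 8 h. The kinase gene Ulk4 was at 3 TPM in KO and 53 in WT at 8 h.

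The remaining lists are given as medians at 8 and 24 h against 0 h in the time course and for KO against WT at 0, 8 and 24 h. They were -1.72 and -2.20, then 0.28, 0.36 and 0.34 for formative and primed genes (3 measured in the time course and 10 in KO). They were 0.72 and 2.76, then -0.08, 0.00 and 0.00 for endoderm (4 of 12 measured in the time course, whose table leaves out genes that stay low), 0.00 and 0.68, then -0.15, -0.55 and -0.51 for trophoblast, and -0.40 and -0.40, then -0.41, -0.16 and -0.05 for FGF and ERK targets. For subunits shared by mSWI/SNF complexes they were 0.07 and -0.10, then 0.04, -0.01 and 0.01, for canonical BAF 0.14 and -0.10, then 0.03, 0.00 and 0.26, for ncBAF -0.06 and -1.06, then -0.12, -0.07 and 0.15, and for PBAF 0.58 and 0.67, then 0.00, 0.08 and 0.23. Median-ratio scaling changes the sign of those for shared subunits at 8 h in the time course and at 24 h in KO and of that for PBAF at 0 h in KO. They were -0.24 and -0.48, then 0.00, 0.26 and 0.00 for interferon response genes, and 0.14 and 0.15, then -0.04, 0.06 and 0.06 for the paper's screen genes. For housekeeping genes they were 0.07 and 0.00, then 0.07, 0.09 and 0.00, with signs at 24 h that the scaling changes. Mesoderm and neuroectoderm genes had a median of 0.00 in KO at each time because at least 5 of 10 were equal, with at most 4 reaching 5 TPM. At 8 h 2 of 10 mesoderm genes were higher, 1 lower and 7 equal, and 4 of 10 neuroectoderm genes were higher, 0 lower and 6 equal. The genotype test with limma, adjusted over the list alone, called 2 of 4 neuroectoderm genes higher and 0 of 3 mesoderm genes. Two-cell-like genes in the time course were at -0.52 and -1.40, Nodal genes at -1.01 and -2.08, p53 targets at -0.17 and 0.58, cell cycle genes at -0.19 and -0.90 and stress response genes at 0.11 and -0.06. The 8 mitochondrially encoded genes of the list were at -0.64, -0.63 and -0.65 in KO. The pluripotent genes of Supplementary Fig. 1g were at -2.29 and -4.58, then 0.01, 1.29 and 0.48, and its cJUN-induced genes at 4.81 and 5.09, then 0.00, -0.65 and 0.02, the last with a sign that the scaling changes. The paper chose these, so they are not independent evidence.

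By the trend test over all genes, 5 of 8 Nodal genes fell and 1 rose (6 and 2 adjusted over the list alone), 4 of 14 p53 targets rose (4), 4 of 13 cell cycle genes fell (8), 2 of 8 two-cell-like genes fell (5) and 3 of 4 PBAF genes rose (4). Of 11 FGF and ERK targets 3 rose and 5 fell (4 and 5).

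Genes called by the trend test (2576 in both tables) were used to place each library of the KO comparison on the time course. The first version of this test, with a different gene set and curve, had put both 8 h libraries near the start of the course, and the gene set and curve were changed after that was seen. In the version kept, WT at 8 h was placed at 6.87 h (bootstrap SD 0.123 over genes) and KO at 5.55 h (SD 0.093). At 24 h WT was placed at 19.8 h and KO at 14.7 h. A candidate explanation is that cells without Ss18 run later along the course that WT cells follow, but with 1 library each, and after a choice made with results in view, this stays a hypothesis.

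For the trend, the real order of the libraries called 2581 genes, more than each of the other orders among 100 (1 of 100, highest other 1704), so a chance order can be excluded. For the genotype effect, 10 splits are too few for a share under 0.05. The real split called 2 genes, 3 splits called as many, and the highest other called 43. The splits with 43 genes put both libraries of 0 h on one side and both of 8 h on the other, so with time as a block they rest on the KO and WT libraries of 24 h alone. This points to a structure of the samples in which that pair differs most, with 1320 genes past 2-fold against 881 at 0 h and 924 at 8 h. For the interaction, 3 series are too few. The real choice called 0 genes at 8 h and 0 at 24 h with limma (363 and 760 at an unadjusted p under 0.05), 3 of 3 choices called as many, and the highest other, with the time course as the series that differs, called 132 and 163. This points to a difference between the series, which were at passages 5 and 12.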
